A study of Zea mays with 30 samples. Its data were reported in "MaizeCODE reveals bi-directionally expressed enhancers that harbor molecular signatures of maize domestication" (2024).

How the data were processed

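RNA of 5 tissues of W22 was measured by RNA-seq, RAMPAGE and short RNA sequencing, with 2 libraries per tissue and assay. Groups and replicate numbers come from the sample titles. Input was 1 μg of RNA for RNA-seq and 5 μg for the others, and short RNA library fragments of 100 to 205 nt were selected. Per the labels and the study's methods, the authors trimmed reads with cutadapt and mapped RNA-seq and RAMPAGE reads with STAR, and removed reads of structural RNAs with Bowtie2 before mapping short RNAs with ShortStack, which uses Bowtie; versions of these tools are not given in the sources used here.

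The authors deposited whole-number counts per gene for RNA-seq, not normalized, for 40689 genes of the W22 v2 annotation. For RAMPAGE the authors deposited narrowPeak lists, called per library by MACS2 with RNA-seq as control, with a fold enrichment ratio, −log10 p-values and −log10 q-values for each peak and a score; the lowest −log10 q was 1.30. Lines of one interval with several summits were taken as 1 peak. Strands are not given in these lists, so start sites on opposite strands were not analysed here. For short RNAs the authors deposited ShortStack loci per library with read counts, reads per 1 M mapped reads (RPM), the fraction of reads on the top strand, a class by dominant length, a phase score and counts by read length. The study used reads of 20 to 24 nt to call loci, but the deposited counts also hold shorter and longer reads. Shares by length of libraries were thus taken over 20 to 24 nt, and those of named loci over all their reads. Library totals were computed from a locus's reads and RPM. RPM sums over loci move with the length called.

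Gene counts were tested with edgeR 4.0.16 in R 4.3.3 (TMM, filterByExpr, 25917 genes kept, quasi-likelihood F test, one fit of 10 libraries, Benjamini-Hochberg adjustment within each of 10 pairs). A gene was called at an adjusted p of 0.05 and an absolute log2 fold change of 2, and set apart when called in the same direction against all 4 other tissues. Tested on simulated data of 25917 genes for pollen against each of the 4 other tissues, 49 of 50 genes raised 8-fold, 50 of 50 raised 16-fold, 44 of 50 lowered 8-fold and 45 of 50 lowered 16-fold were recovered, with 0 false calls. All other simulated genes had the same mean in every tissue, so the scaling of pollen was not tested by this. In the data 51.0% to 56.9% of genes were called in each pair with pollen. Replicates were checked for duplicates. The chi-square per degree of freedom between replicate counts ranged from 8.32 in coleoptilar node to 33.4 in pollen, above sampling noise.

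Intervals were compared with bedtools 2.31.1. A region of a tissue joins features of both replicates that overlap by 1 bp or more, and regions of tissues were joined in the same way. Start sites and loci on chromosomes 1 to 10 were set against the same sites shifted by 50 and 200 kb. Values per tissue were tested by exact permutation of 2 against 8 libraries (45 splits, two-sided, scipy 1.17.1). miRNA families were found by bases 2 to 18 of 27 mature families in the most abundant RNA of a locus, and families in at least 2 libraries were tested on log2(RPM + 1) with limma 3.58.1; a fold on this scale understates changes of low families. On simulated families, limma recovered 82.8% of those raised 8-fold and 100% of those raised 64-fold in pollen, over 100 runs of 21 families. The simulated families shared 1 residual SD (1.065 on the log2 scale), had no caller's limit, and none was lowered. Calls of lower families, or of families listed at 0, were thus not tested by this. Counts of 0 were bounded with a floor of 3 counts, intervals are exact Poisson at 95%, and both cover counting error only.

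The thresholds for genes follow the study's list of called genes. The thresholds, tests and rules for items to name were fixed before the data were examined: for genes, the 2 identifiers that rose and the 2 that fell most in pollen on average; for small RNAs, families past the threshold, the 3 most abundant loci of 1 tissue alone and the 5 most abundant strand-biased 22 nt loci; for RAMPAGE, the 2 strongest start sites of 1 tissue alone. Alternatives covered scaling, test, filter, thresholds, overlap, pseudocount, the replicate number as a covariate, and leaving out each library. Gene lists and tests of genomic features were left out because no names or annotation of this build were at hand. matplotlib 3.10.9 drew the figures.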

Results

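The series measured RNA in 5 tissues of the maize inbred W22: coleoptilar node (the node of the seedling at the base of the coleoptile), immature ear, endosperm, mature pollen and root tip. Nodes and root tips were taken 5 days after germination, and endosperm 15 days after pollination. Ears measured 5 to 10 mm and root tips 1 to 3 mm. Per the study's methods, root tips grew in darkness, nodes in a growth chamber, and the other tissues came from field plants. Tissue is thus not separated from age and growth conditions in these comparisons. Each tissue had 2 libraries of 3 kinds, 30 libraries in all. RNA-seq gave read counts per gene, RAMPAGE (sequencing from the capped 5' ends of transcripts) gave peaks that mark transcription start sites, and short RNA sequencing gave loci that produce small RNAs. RNA-seq totals ranged from 19100096 counts in root tip replicate 1 to 28352473 in root tip replicate 2. Short RNA libraries held between 9.56 M mapped reads in coleoptilar node replicate 2 and 30.02 M in immature ear replicate 2. The study calls the replicates biological, but the labels do not say how the material was divided, so p-values measure the spread between these libraries, which may be partly technical. Coordinates are those of the W22 v2 reference. Genes carry the identifiers of the count table, which the names at hand do not pair with symbols, so gene lists were not tested.

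The first comparison asked how far the gene expression of each tissue stands apart from the others. Pollen stood farthest apart: 3932 genes were higher in pollen than in each of the 4 other tissues, and 4051 were lower than in each. Endosperm, the tissue that nourishes the embryo, had 1075 genes higher and 791 lower. Coleoptilar node had 897 higher and 48 lower, root tip 877 higher and 275 lower, and immature ear, which carries the inflorescence meristems, 293 higher and 184 lower. Genes higher in pollen took 91.9% ± 0.725 (SD, n = 2) of pollen counts and 6.78% of the counts of the other tissues on average. Genes higher in endosperm took 42.0% ± 3.01 (SD, n = 2) of endosperm counts, those higher in coleoptilar node 5.28% ± 0.229 (SD, n = 2) of its counts, those higher in root tip 2.87% ± 0.509 (SD, n = 2) and those higher in immature ear 1.09% ± 0.087 (SD, n = 2). Of the pollen genes, 335 had no count in any of the 8 libraries of other tissues, against 158 of the endosperm genes, 90 of the root tip genes, 40 of the coleoptilar node genes and 7 of the immature ear genes. Calls were made with edgeR's quasi-likelihood test at a Benjamini-Hochberg adjusted p of 0.05 and an absolute log2 fold change of 2 among 25917 genes tested. The direction in pollen rested on scaling: genes higher were 49.3% of those set apart with TMM, 61.0% with the size factors of DESeq2 (4600 higher and 2939 lower) and 14.2% with total counts alone (1935 higher and 11729 lower). The median log2 fold change of all genes tested in pollen was -0.89, -0.39 and -3.62 in that order, so directions in pollen are relative to these shifts. In immature ear, the share of higher genes was 61.4% with TMM and 90.2% with total counts, and in root tip 76.1% and 87.3%. With DESeq2's Wald test the majority turned in immature ear (214 higher and 219 lower) and in endosperm (763 higher and 839 lower), and in endosperm the share of 57.6% with TMM rose to 72.3% with totals that leave out the 100 most abundant genes, a scaling chosen after the data were seen.

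**Figure D1:**
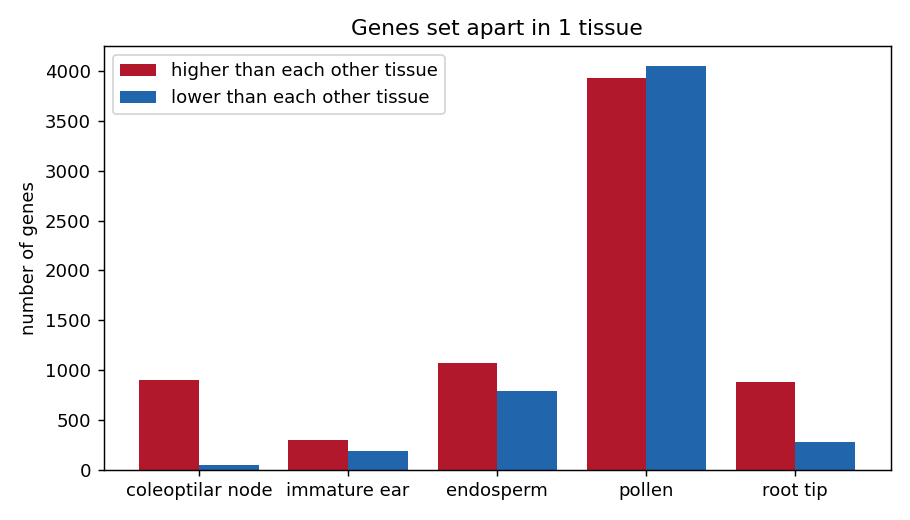
Number of genes (vertical axis) called higher (red bars) or lower (blue bars) in each tissue than in each of the 4 other tissues, TMM scaling. Pollen has 3932 higher and 4051 lower, and immature ear 293 and 184.

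The identifiers with the largest change in pollen in each direction had very few or no counts on the lower side. Zm00004b013274 had 266913 counts in the 2 pollen libraries and 2 in the 8 others, both in root tip. With TMM scaling it was at least 426000-fold higher in pollen than in each of the 3 tissues with no count, with a floor of 3 counts over the group, and 1060000-fold higher than in root tip (95% exact Poisson interval for counting error 293000 to 8740000). Zm00004b033367 had 254814 counts in pollen and 2 elsewhere, both in coleoptilar node, and was at least 402000-fold higher than in the 3 tissues with no count. Its largest adjusted p over the 4 contrasts was 3.39e-09 in edgeR's quasi-likelihood test. Zm00004b039163 had no count in pollen and 31272 in the other libraries, and was at least 3.99-fold lower in pollen than in the tissue with its lowest level. Zm00004b006605 had no count in pollen and 9236 elsewhere, and was at least 11.9-fold lower than in the tissue with its lowest level. These folds rest on the scaling of pollen: with total counts the bounds were 73800-fold for Zm00004b013274, with a ratio to root tip of 131000 (95% exact Poisson interval 36200 to 1080000), 69800-fold for Zm00004b033367, 45.2-fold lower for Zm00004b039163 and 135-fold lower for Zm00004b006605. With the size factors of DESeq2 the lower bounds of the last 2 were 2.85-fold and 8.50-fold. Bounds and intervals cover counting error only, since reads were not marked by molecule.

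Between pairs of tissues, pollen again gave the most calls. Coleoptilar node and pollen differed in 14737 genes, root tip and pollen in 14244, immature ear and pollen in 13772 and endosperm and pollen in 13205. Among the other pairs, endosperm differed from root tip in 8235 genes, from coleoptilar node in 8171 and from immature ear in 7085. Coleoptilar node and immature ear had the fewest calls, 4210 genes, of which 3236 were higher in coleoptilar node. Coleoptilar node differed from root tip in 4669 genes and immature ear from root tip in 5949. At the adjusted p alone the order of these pairs turned, with 11913 genes between coleoptilar node and root tip and 12823 between coleoptilar node and immature ear.

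The study described features that pollen shares with endosperm, in telomere maintenance genes and in start sites, and the comparison here counted shared genes over all pairs of tissues. Genes higher in both pollen and endosperm than in each of the 3 other tissues numbered 454. Coleoptilar node and root tip shared 624 such genes and coleoptilar node and immature ear 434. Pollen and root tip shared 231, pollen and coleoptilar node 168, pollen and immature ear 109, endosperm and coleoptilar node 86, endosperm and root tip 64, endosperm and immature ear 37, and immature ear and root tip 19. Genes lower in both pollen and endosperm than in each of the others numbered 1028, the highest of the 10 pairs, as it was with the size factors of DESeq2 (817), total counts (2994) and totals without the 100 most abundant genes (1939), so its size rests on scaling. The order of the pairs by higher genes rested on the test and the scaling too. With DESeq2's Wald test, pollen and endosperm shared 530 genes, the most of the 10 pairs, and coleoptilar node and root tip 489. With total counts as the only scaling, pollen and endosperm shared 173, against 973 for coleoptilar node and immature ear and 911 for coleoptilar node and root tip.

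Replicates of a tissue had closely similar expression. Spearman's correlation across genes was 0.996 between the coleoptilar node libraries, 0.993 in endosperm, 0.990 in immature ear, 0.988 in root tip and 0.965 in pollen. Between tissues it was highest for coleoptilar node and immature ear (0.892) and lowest for coleoptilar node and pollen (0.434). Pollen averaged 0.466 with the other tissues. Genes are not independent replicates. The mean over replicate pairs, 0.987, was the highest over all ways to pair the 10 libraries (exact one-sided permutation test, p = 0.00106, the smallest it can give).

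Endosperm and pollen counts were the most concentrated. Genes with at least 1 CPM of total counts numbered 11035 ± 216 (SD, n = 2) in pollen and between 17027 and 20354 in the other libraries. The gap rested on scaling: with CPM scaled by TMM, chosen after the data were seen, pollen had 16295 and 17179 genes, against 17027 and 17167 in endosperm. Genes with any count numbered 23123 and 23796 in pollen and between 24834 and 26958 elsewhere. The 100 most abundant genes took 44.1% ± 2.72 (SD, n = 2) of counts in endosperm, 41.6% ± 0.197 in pollen, 16.7% ± 0.138 in root tip, 15.5% ± 0.251 in coleoptilar node and 11.04% ± 0.443 in immature ear. The 10 most abundant took 19.7% ± 1.94 (SD, n = 2) in endosperm and 9.52% ± 0.671 in pollen. In the exact permutation test of 2 libraries against 8, two-sided, the number of genes in pollen and the share of the 100 in endosperm each gave p = 0.0444, the smallest 45 splits allow, and 0.111 after Benjamini-Hochberg adjustment over 5 tissues. This permutation test could not pass 0.05 after adjustment for 1 tissue alone, and the same holds for the tests of peaks and loci per tissue below.

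RAMPAGE asked where transcription starts in each tissue. Pollen had the fewest start-site peaks, 18202 ± 233 (SD, n = 2), against 41932 ± 7650 in endosperm, 41315 ± 5397 in immature ear, 38443 ± 11747 in coleoptilar node and 37522 ± 2860 in root tip. Pollen peaks were also the narrowest, with a median width of 157 bp ± 15.6 (SD, n = 2), and covered 3.93 Mb ± 0.296. Medians elsewhere were 175 bp ± 2.83 in endosperm, 213 bp ± 2.12 in root tip, 222 bp ± 7.07 in immature ear and 224 bp ± 14.1 in coleoptilar node. For the number of peaks in pollen the exact permutation test of 2 against 8 libraries, two-sided, gave p = 0.0444, adjusted 0.222. The authors called peaks in each library, so the number also moves with depth, which these files do not give; the study's list of library metrics was not used here. On average 68.5% of the peaks of a library were overlapped by 1 bp or more by its replicate, and 54.0% by libraries of other tissues (exact permutation test over all pairings of libraries, one-sided, p = 0.00106, the smallest it can give). Coleoptilar node overlapped immature ear by 68.8% and root tip by 68.5%, which was more than the 62.2% between the endosperm replicates. For pollen the replicate value was 68.2% and the values with other tissues lay between 39.1% and 41.5%.

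Of 41471 start-site regions found in both replicates of at least 1 tissue, 6507 (15.7%) were found in all 5 tissues. Endosperm alone had 4155, pollen alone 3699, immature ear alone 3033, root tip alone 2294 and coleoptilar node alone 1560. As a share of the regions of the tissue these were 30.2% in pollen, 16.8% in endosperm, 10.9% in immature ear, 8.95% in root tip and 6.25% in coleoptilar node. With an overlap of at least 50% of both peaks, regions in all 5 tissues fell to 2964, and with presence in either replicate endosperm alone had 19935 and pollen alone 7950. The order of endosperm and pollen turned with as many peaks from every library as the smallest has, where pollen alone had 4746 and endosperm alone 1935, and the overlap of at least 50% gave 4869 and 4863. The strongest start sites of 1 tissue by the authors' enrichment (a value of each peak in its own list) were on chromosome 7, 146798138 to 146798956 in endosperm (976 ± 606, SD, n = 2), and on chromosome 10, 127052686 to 127052935 in pollen (707 ± 43.0). In endosperm the second was on chromosome 7, 87047929 to 87048553 (579 ± 179), and in pollen on chromosome 8, 77645994 to 77646506 (546 ± 410). Root tip had sites on chromosome 8, 59291843 to 59293315 (361 ± 37.1) and chromosome 10, 107274857 to 107275684 (310 ± 11.8). Immature ear had sites on chromosome 4, 168468397 to 168468922 (230 ± 72.5) and chromosome 1, 27659722 to 27660216 (155 ± 79.9). Coleoptilar node had sites on chromosome 5, 80906639 to 80907039 (137 ± 15.5) and 20378642 to 20378876 (94.2 ± 46.2). No annotation of this build was at hand, so the genes at these sites are not given.

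**Figure D2:**
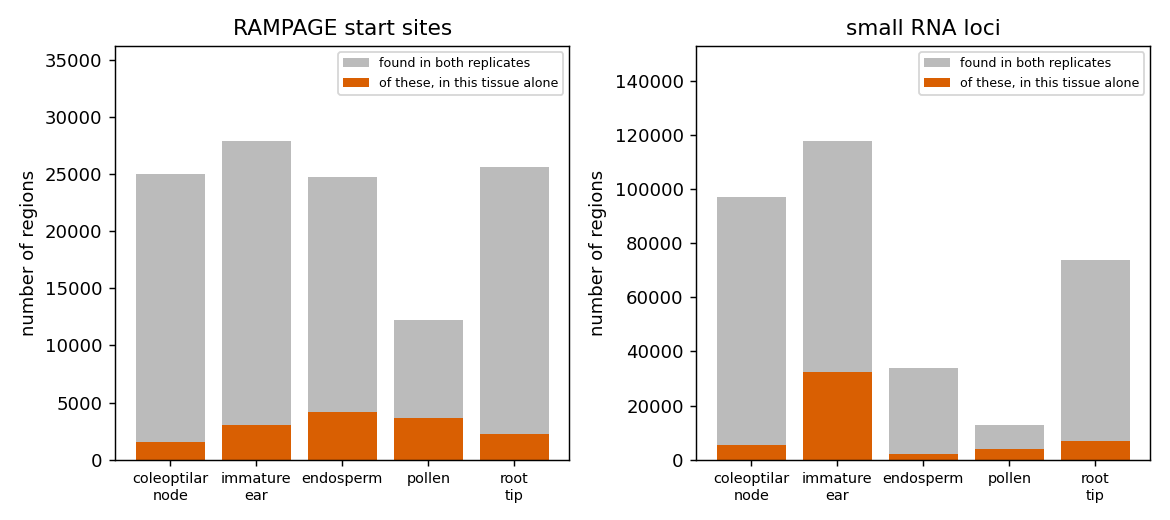
Regions found in both replicates of each tissue (grey bars) and those of them found in that tissue alone (orange bars), for RAMPAGE start sites (left) and small RNA loci (right); vertical axes give numbers of regions. Pollen has 12229 start-site regions, 3699 of them in pollen alone, and immature ear 117541 small RNA regions, 32277 of them in that tissue alone.

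Small RNAs of 24 nt, which guide DNA methylation at transposons, were most prominent in immature ear and least in pollen. Of the 20 to 24 nt reads in loci, 74.4% ± 0.0364 (SD, n = 2) were 24 nt in immature ear, 62.5% ± 1.59 in coleoptilar node, 53.2% ± 5.27 in root tip, 48.0% ± 3.06 in endosperm and 32.3% ± 1.90 in pollen. Reads of 22 nt were 22.8% ± 2.03 (SD, n = 2) in pollen and between 6.99% and 11.3% in libraries of other tissues. Reads of 21 nt were highest in root tip, 23.7% ± 5.03 (SD, n = 2), and lowest in immature ear, 6.95% ± 0.324. The ratio of 24 nt to 21 plus 22 nt reads was 5.29 ± 0.0585 (SD, n = 2) in immature ear, 2.76 ± 0.164 in coleoptilar node, 1.75 ± 0.450 in root tip, 1.74 ± 0.195 in endosperm and 0.786 ± 0.115 in pollen. For 24 nt in pollen and in immature ear the exact permutation test, two-sided, gave p = 0.0444 each, adjusted 0.159 over 25 tests. Without loci that match a miRNA family, root tip had 64.3% 24 nt and 8.34% 21 nt reads, on the other side of the mean of the other tissues.

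**Figure D3:**
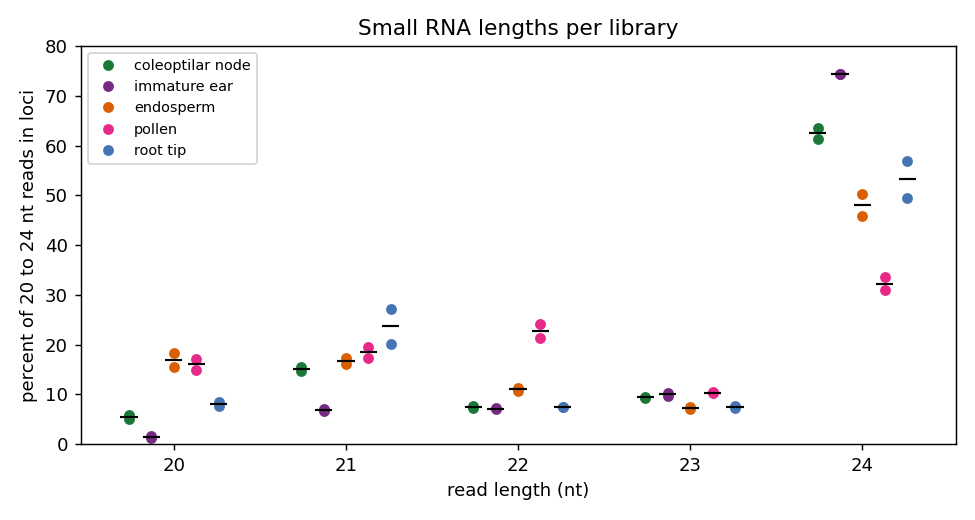
Percent of the 20 to 24 nt reads in loci (vertical axis) at each read length in nt (horizontal axis) for each library (points, coloured by tissue), with the mean of the 2 libraries as a black line. The 24 nt share is 74.4% in immature ear and 32.3% in pollen, and the 22 nt share is 22.8% in pollen.

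Loci followed the same order. Immature ear had 157374 ± 3944 loci (SD, n = 2), coleoptilar node 132456 ± 1136, root tip 100580 ± 3840, endosperm 62350 ± 32152 and pollen 31102 ± 11505. They covered 94.1 Mb ± 3.52 (SD, n = 2) in immature ear, with a mean of 4.99 and 5.09 RPM per locus in its libraries, and 10.2 Mb ± 3.16 in pollen, with 21.96 and 14.77 RPM. The endosperm libraries differed, with 85085 and 39615 loci. The caller gave the 24 nt class to 83.8% ± 0.578 (SD, n = 2) of loci in immature ear, 66.7% ± 5.27 in coleoptilar node, 60.4% ± 5.63 in endosperm, 50.2% ± 0.165 in root tip and 35.5% ± 6.05 in pollen, and the 22 nt class to 9.63% ± 1.31 in pollen. Loci that the caller gave no size class held 89.8% ± 2.66 (SD, n = 2) of locus reads in pollen and 80.2% ± 12.4 in endosperm. They held 66.1% ± 2.56 in root tip, 46.0% ± 6.71 in coleoptilar node and 13.9% ± 0.493 in immature ear. In pollen 52.3% ± 7.63 of loci had no class. Of 140972 regions found in both replicates of at least 1 tissue, 3853 (2.73%) were in all 5 tissues. Immature ear alone had 32277 and root tip alone 7015. Coleoptilar node alone had 5491, pollen alone 4020 and endosperm alone 2050, which were 30.9% of the pollen regions and 6.06% of the endosperm regions. The order of these tissues turned without the rule of both replicates. The pollen replicates overlapped by 46.1% on average, those of endosperm by 64.1% and those of each other tissue by 76.2% or more. With only replicate 2 of each tissue, pollen alone had 20098, coleoptilar node alone 16435 and root tip alone 10908, and with presence in either replicate 22586, 19657 and 13593. With only replicate 1 of each tissue pollen alone had 9549, coleoptilar node alone 15235 and root tip alone 14334. With only replicate 1 of endosperm, endosperm alone had 17449. With as many loci from every library as the smallest has, pollen alone had 6047 and immature ear alone 4608.

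Among loci of 1 tissue alone, pollen had the most abundant. A locus on chromosome 3, 62556816 to 62560206, gave 1225 ± 480 RPM (SD, n = 2) in pollen with 49.9% reads of 22 nt, and one on chromosome 10, 108827083 to 108828738, gave 937 ± 451 RPM with 74.0% reads of 21 nt. Another, on chromosome 6, 98665802 to 98667695, gave 1136 ± 10.5 RPM, 85.6% of them longer than 24 nt. In immature ear, a locus on chromosome 4, 39914950 to 39915214, gave 119 ± 31.1 RPM with 80.1% of 22 nt, and one on chromosome 9, 80505659 to 80505911, gave 75.7 ± 47.8 RPM with 72.6% of 22 nt. Root tip had a locus on chromosome 1, 491107 to 491371, of 41.3 ± 14.4 RPM with 76.3% of 22 nt. The most abundant loci of endosperm alone lay on chromosome 7, 122673829 to 122674927 (372 ± 217 RPM) and 122658609 to 122660110 (341 ± 348 RPM), and chromosome 4, 21632099 to 21633578 (218 ± 45.1 RPM), with over 82% of reads longer than 24 nt in each. In coleoptilar node a locus on chromosome 10, 456550 to 456820, gave 63.2 ± 3.66 RPM. The other loci among the 3 most abundant of coleoptilar node, root tip and immature ear had between 60.1% and 86.2% reads longer than 24 nt.

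The study described long pollen-specific hairpins that give 22 nt reads biased to 1 strand. It reported that these sequences also gave 21 and 24 nt siRNAs in pollen, but not in coleoptilar node. Loci of at least 1000 bp in the 22 nt class with at least 90% of reads on 1 strand, found in both replicates, numbered 36 in pollen, 28 in immature ear, 25 in coleoptilar node, 18 in root tip and 5 in endosperm. They gave 4877 ± 1847 RPM (SD, n = 2) in pollen, 3717 ± 76.8 in immature ear, 2026 ± 267 in coleoptilar node, 835 ± 35.6 in root tip and 225 ± 120 in endosperm, each summed over the loci of that tissue, so these sums do not compare the same regions. Over the 34 regions joined from the pollen loci, reads came to 4903 ± 1833 RPM (SD, n = 2) in pollen, 3452 ± 153 in immature ear, 2820 ± 1784 in endosperm, 1679 ± 201 in coleoptilar node and 1040 ± 20.98 in root tip. The most abundant was the pollen locus on chromosome 3, 62556816 to 62560206, which had no reads listed in other tissues. The next, on chromosome 7, 134138666 to 134141745, gave 723 ± 237 RPM in pollen and at most 0.576 RPM elsewhere, with 53.8% of 22 nt, 15.8% of 24 nt and 5.34% of 21 nt reads. The rest of the 5 most abundant strand-biased loci over all tissues had reads in both replicates of all 5 tissues. How many of the other pollen loci had reads in pollen alone is not given here. The locus on chromosome 10, 139801225 to 139805716, gave 521 ± 59.6 RPM in immature ear, where it met the rule, and up to 1083 RPM in other tissues. One on chromosome 1, 184635259 to 184640149, gave 462 ± 28.8 RPM in immature ear and up to 367 elsewhere, and one on chromosome 10, 114286588 to 114289468, gave 374 ± 149 RPM in pollen and up to 342 elsewhere. In those 34 regions, reads of 24 nt were 18.9% in pollen, 25.6% in coleoptilar node and 50.7% in endosperm. Reads of 24 nt were thus present in coleoptilar node here, unlike in the study's account. The regions were found by the rule above and were not matched to the study's hairpins. The loci found at 90% covered 99.3 kb in pollen, 71.3 in immature ear, 65.6 in coleoptilar node, 42.2 in root tip and 13.3 in endosperm. With at least 95% on 1 strand the counts fell to 18 in pollen and 8 in coleoptilar node.

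Conserved miRNA families were abundant in coleoptilar node, immature ear and root tip, and most were low in pollen. miR166, which restricts class III HD-ZIP genes, reached 40486 ± 14420 RPM (SD, n = 2) in root tip, 34664 ± 4527 in coleoptilar node and 22745 ± 1190 in immature ear, against 1530 ± 682 in pollen. miR319, which targets TCP genes, reached 1960 ± 477 RPM (SD, n = 2) in coleoptilar node, 1494 ± 408 in immature ear and 1213 ± 192 in root tip, against 0.865 ± 1.22 in endosperm and 0.640 ± 0.905 in pollen. miR156, which marks the juvenile phase and targets SPL genes, reached 1065 ± 478 RPM in coleoptilar node and 9.09 ± 1.87 in immature ear. miR529, which also targets SPL genes, reached 504 ± 88.3 RPM in coleoptilar node and 37.8 ± 0.549 in immature ear, and was listed at 0 in endosperm. miR390, which triggers trans-acting siRNAs, reached 82.5 ± 2.78 RPM in root tip, 60.9 ± 3.28 in coleoptilar node and 56.6 ± 9.33 in immature ear. In endosperm, miR827 reached 117 ± 62.9 RPM, miR398 57.3 ± 36.8 and miR408 42.3 ± 10.7, families tied to phosphate and copper supply.

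Of 21 families tested against the mean of the 4 other tissues, 11 were higher and 2 lower in coleoptilar node, 12 higher and 3 lower in immature ear, 6 higher and 4 lower in root tip, 5 higher and 11 lower in endosperm and none higher and 14 lower in pollen (limma on log2(RPM + 1), adjusted p of 0.05; 14 families in pollen had an unadjusted p under 0.05). These counts rest on families not listed in some libraries: only miR156 and miR166 were listed in all 10, and with these 2 alone limma called 1 in coleoptilar node, 1 in immature ear, 2 in endosperm and 0 in pollen and root tip, where 0 also had an unadjusted p under 0.05. Coleoptilar node was higher for miR529 by 6.46 on the log2 scale (SE 0.27, adjusted p = 5.55e-06 in limma) and for miR156 by 5.57, miR319 by 5.40, miR159 by 4.28, miR528 by 2.91, miR390 by 2.73, miR164 by 2.52, miR396 by 1.91, miR394 by 1.65 and miR162 by 0.83. Immature ear was higher for miR319 by 4.90, miR159 by 3.77, miR162 by 3.15, miR390 by 2.59, miR160 by 1.86, miR529 by 1.85, miR169 by 1.66, miR827 by 1.61, miR394 by 1.44, miR164 by 1.27 and miR172 by 1.04, and root tip for miR319 by 4.55, miR159 by 3.64, miR390 by 3.27, miR398 by 1.59, miR528 by 1.38 and miR394 by 0.91. Endosperm was higher for miR827 by 4.98 (SE 0.30, adjusted p = 1.57e-05 in limma), miR398 by 4.201, miR408 by 3.85 and miR167 by 3.47. Pollen and endosperm were both lower for miR319, miR159, miR390, miR394, miR164, miR162, miR528 and miR529. RPM is taken over mapped reads of all lengths. Reads longer than those used to call loci were 70.4% of locus reads in pollen and 39.6% in root tip. They were 21.4% in coleoptilar node, 21.2% in endosperm and 9.90% in immature ear. Shorter reads were 13.5%, 17.5%, 18.6%, 40.5% and 5.78% in that order. Lower values in pollen and endosperm are thus relative to these reads too. Scaling to the lengths used to call loci was not tried, and calls may change with it. miR169 was listed only in immature ear, so its lower values in the other tissues mirror that one level. A value of 0 means that no locus led by the family passed the caller's limit, near 0.5 RPM. This rule misses families whose locus was led by another RNA: miR168 was listed at 0 in root tip and pollen, but all reads over its regions came to 1513 and 1679 RPM in the root tip libraries and 148 and 483 in pollen. Summed that way, the sign of miR168 turned in root tip (1.28) and immature ear (-0.41) and that of miR396 in pollen (0.84). miR168 is thus not ranked here. miR408 came to 60.2 and 48.9 RPM in the root tip libraries by such sums, against 49.9 and 34.7 in endosperm. miR167 came to 72.0 and 84.1 RPM in immature ear, 48.3 and 65.7 in root tip and 89.5 and 58.6 in endosperm. Endosperm was thus not set apart from root tip for miR408, nor from immature ear or root tip for miR167. miR159, listed at 0 in pollen, came to 113 and 150 RPM in the pollen libraries by such sums. Its calls were then lost in coleoptilar node (1.70), immature ear (0.68), root tip (1.61) and pollen (-1.37), as were those of miR394 in coleoptilar node (0.88), immature ear (1.43), root tip (0.39) and endosperm (-1.14) and of miR162 in coleoptilar node (0.64). With edgeR's quasi-likelihood test on reads, 3 families were called in pollen and 9 in endosperm. Of the families named as lower in both, all but miR159 lost the call in pollen, with values of -0.18 for miR162, -1.18 for miR529 and -3.16 for miR390 and between -8.50 and -6.36 for the rest, as did miR159 (-5.55), miR164 (-6.97) and miR394 (-7.15) in endosperm; fitted values of families listed at 0 depend on the prior count. The sign turned for miR528 in endosperm (0.65) and for miR529 (0.76) and miR827 (0.35) in root tip. The values of miR166 and miR408 in endosperm passed the threshold in 2 of the 10 fits that leave out 1 library. The call of miR160 in immature ear was lost without immature ear replicate 1 (0.67), coleoptilar node replicate 1 (1.77) or either pollen library (1.86), and with a pseudocount of 10 (0.47). Calls were also lost for miR167 in endosperm without either endosperm library (3.16 and 3.78), for miR162 (0.66) and miR396 (1.75) in coleoptilar node without its replicate 1, for miR398 (1.46) and miR528 (1.203) in root tip without its replicate 1, and for miR528 in endosperm without its replicate 2 (-0.75). The call of miR156 in immature ear was lost without either immature ear library (-2.946 and -2.565). At a pseudocount of 10 the calls of miR162 in coleoptilar node (0.095) and miR827 in immature ear (0.35) were lost. So were those of miR394 (0.14), miR398 (0.30) and miR528 (0.22) in root tip.

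**Figure D4:**
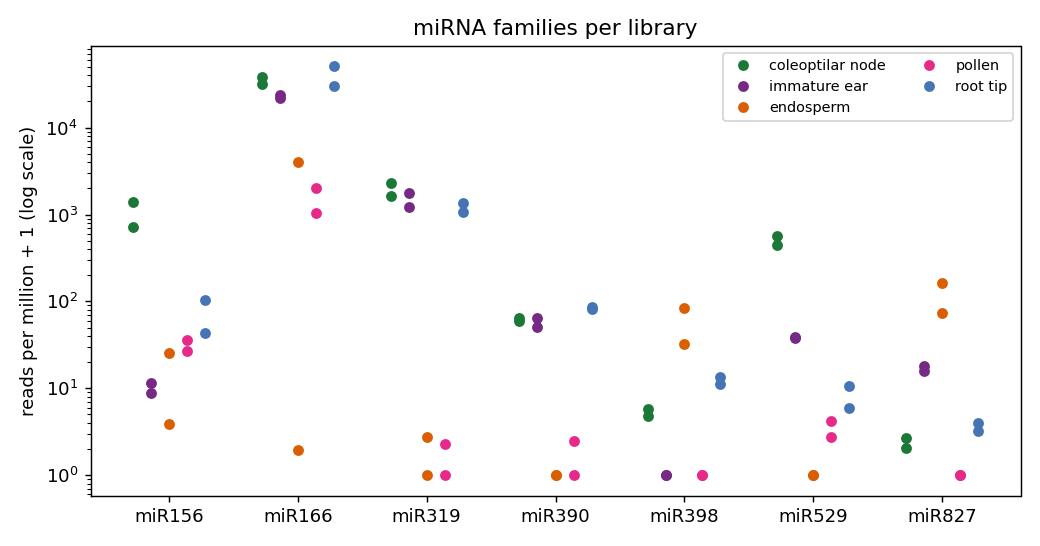
RPM plus 1 on a log axis (vertical) for 7 miRNA families (horizontal), each library a point coloured by tissue. miR319 lies at 1213 RPM or more on average in root tip, immature ear and coleoptilar node and under 1 RPM on average in endosperm and pollen.

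In every tissue but pollen, start sites lay near 24 nt loci clearly more often than shifted sites did. In pollen few start sites had such a locus, and the ratio moved with the setting, down to 1.05 for single libraries. In immature ear 52.2% of replicated start sites had a replicated 24 nt locus within 1 kb, against 14.3% of the same sites shifted by 50 kb and 16.0% by 200 kb. The shares were 39.1% against 8.90% in coleoptilar node, 20.7% against 4.94% in root tip and 15.0% against 2.93% in endosperm, with sites shifted by 50 kb. The ratios for single libraries were 2.97 ± 0.219 (SD, n = 2) in immature ear, 3.70 ± 0.570 in coleoptilar node, 3.78 ± 0.232 in root tip and 3.81 ± 1.203 in endosperm. In pollen 0.303% had one, against 0.131% of sites shifted by 50 kb and 0.189% by 200 kb, ratios of 2.31 and 1.61, and the ratio for single libraries was 1.05 ± 0.00640 (SD, n = 2). The pollen ratio to sites shifted by 50 kb was 1.25 with loci of at least 2 RPM and 4.25 within 250 bp. For 21 or 22 nt loci the share was between 0.170% in endosperm and 0.499% in pollen. These shares were also above those of sites shifted by 50 kb in every tissue. The ratio was 1.47 in immature ear, 1.88 in coleoptilar node, 2.43 in root tip, 2.65 in pollen and 3.82 in endosperm. In pollen the ratio for single libraries was 2.09 ± 0.179 (SD, n = 2). Ratios above 1 were thus not limited to 24 nt loci. Those for 21 or 22 nt loci rest on 0.499% of start sites or less in each tissue and were not tested. In immature ear the ratio of 1.47, against 3.66 for 24 nt loci, fell to 1.19 within 250 bp. Shifted sites were not matched for nearby genes, and gene density was not measured here.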

Values the study reported

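The study reported almost 4000 genes higher and more than 5000 genes lower in pollen than in the other tissues, in a passage that does not name the inbred. It reported 260 genes higher and 191 lower in immature ears than in all other tissues, and 21 genes lower in coleoptilar nodes. In B73, 80% of start-site loci shared between tissues lay at annotated genes, while over 50% of those unique to pollen or endosperm lay in transposable elements or between genes.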

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

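The tests in this part were chosen after the data were seen, but for read depth in pollen and for pollen genes without the 100 most abundant ones the limits were set before those values were seen, and the 3 scalings of pollen genes had been planned. Dixon's test needs 4 samples, so with 2 libraries per tissue no library was tested as far from its group.

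The loci files hold a phase score, which measures whether reads start at regular steps and which no comparison above used. Loci of 24 nt with a score of at least 30 numbered 73 and 85 in the pollen libraries and 75 and 122 in immature ear, against at most 1 in each other library. The 72 pollen loci found again in the other replicate gave 7767 ± 2951 RPM (SD, n = 2) in pollen and 71.5 ± 5.45 in immature ear. Read depth alone is argued against in pollen: among 24 nt loci of at least 500 reads, the phased share in the lower pollen library was 10.3 times the highest of coleoptilar node, endosperm and root tip, which itself was 1 of 17 loci. Depth above 500 reads was not matched between tissues. Of the 73 and 85 phased pollen loci, 46 and 62 had at least 500 reads, so the rest were phased at fewer reads. Between the pollen libraries 84.7% or more of the phased loci were shared in both directions, against 62.7% and 38.5% between the immature ear libraries. Reads over the pollen loci were 109 times those in immature ear, which argues against immature ear tissue as their source. A comparison over loci phased in both tissues could not be made, since 0 were. In immature ear the same share was 0.304 times the highest of the others, but without that endosperm library it was 1.45 times the highest, also 1 locus, and 3.24 times the share of the 3 tissues pooled (3 of 545 loci), against 49.0 and 110 times in pollen, so read depth stays open in immature ear because the phased loci of those tissues are too few. A role of pollen development stays an untested hypothesis for the pollen loci.

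miR166 gave 3986 RPM in endosperm replicate 1 and 0.963 in replicate 2. One locus held 26.2% of the library in replicate 2, but the ratio of miR166 between replicates was 1782 times the median ratio of the 8 other families found in both (2.32). Tissue like coleoptilar node, immature ear or root tip in replicate 1 would bring miR319, yet miR319 over miR166 there was 0.0204 times the lowest ratio in those tissues. Reads placed at loci led by another RNA would appear in sums over coordinates, where the ratio was still 598. A tissue outside these 3, or a difference in harvest between the replicates, stays open and was not tested.

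The split of pollen genes into higher and lower moved by 46.9 percentage points between 3 scalings, so the scaling is a possible explanation of any such split. Totals without the 100 most abundant genes of each library still gave 15.9% higher, which argues against those genes alone as the reason for the low share with total counts. They took 41.6% of pollen counts, and leaving them out moved the median log2 fold change in pollen only from -3.62 to -3.25. Genes higher in pollen with TMM took 91.9% of pollen counts, and such a wider set as the reason was not tested. Total RNA per cell was not measured, so which scaling fits pollen stays open.

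Reads longer than 24 nt, also outside the comparisons, made up 70.4% of locus reads in pollen, 39.6% in root tip, 21.4% in coleoptilar node, 21.2% in endosperm and 9.90% in immature ear. Loci that the caller marked as miRNA numbered 43 and 39 in coleoptilar node, 31 and 34 in immature ear, 34 and 20 in endosperm, 8 and 8 in pollen and 26 and 29 in root tip.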

How the results depend on the processing

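Of the settings tried, totals without the 100 most abundant genes, endosperm without replicate 2, reads summed by coordinates, CPM scaled by TMM for the number of genes, other scalings of the named folds and of genes lower in 2 tissues, and the phased share without 1 library or pooled were chosen after the data were seen. With total counts or without the 100 most abundant genes, counts of genes lower in both moved by over 1.5 times for 8 of the 10 pairs each. Counts of genes called per pair stayed within 1.5 times of the values above under every setting of scaling, test and filter tried, and moved further only at the adjusted p alone, which drops the fold minimum and so calls more genes. The edgeR exact test, the absence of a filter, a filter of at least 1 CPM in 2 libraries and the size factors of DESeq2 moved no gene count by over 1.5 times. The replicate number as a block moved no count of gene calls by over 1.5 times: genes higher in pollen were 3937 and lower 4075 with the block. The labels name no shared batch, and the correlation of replicate differences between tissues ranged from 0.05 to 0.42 over 10 pairs of tissues, with 8 over 0.1. Not every pair was over 0.1, so the numbers were not taken to pair the samples, but all 10 values were positive and an effect shared by same-numbered samples is not excluded. Gene lists, their alternatives and start sites on opposite strands were not run, since identifiers were not paired with names and peaks carry no strand. Numbers of peaks or loci under the same number from every library are fixed by that setting and were not compared. Where 1 library of a tissue was left out, the lone sample was assumed to vary like the other tissues. Depth limits loci and families near 0.5 RPM. The peak lists do not give the depth behind peaks, and the study's list of library metrics was not used here.

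With total counts as the only scaling, genes set apart came to 29 (coleoptilar node lower), 607 (immature ear higher), 66 (immature ear lower), 1935 (pollen higher), 11729 (pollen lower), 143 (root tip lower), and genes shared by 2 tissues came to 973 (coleoptilar node and immature ear), 83 (coleoptilar node and pollen), 106 (immature ear and endosperm), 62 (immature ear and root tip), 173 (endosperm and pollen), 119 (endosperm and root tip), 126 (pollen and root tip). With CPM scaled by TMM, genes with at least 1 CPM came to 16737 (pollen). With DESeq2's Wald test, genes shared by 2 tissues came to 23 (immature ear and endosperm), 12 (immature ear and root tip). At the adjusted p alone, genes called per pair came to 12823 (coleoptilar node against immature ear), 17471 (coleoptilar node against endosperm), 11913 (coleoptilar node against root tip), 16274 (immature ear against endosperm), 15737 (immature ear against root tip), 17463 (endosperm against root tip), and genes set apart came to 1927 (coleoptilar node higher), 233 (coleoptilar node lower), 1577 (immature ear higher), 978 (immature ear lower), 3103 (endosperm higher), 1996 (endosperm lower), 6053 (pollen higher), 6836 (pollen lower), 2420 (root tip higher), 982 (root tip lower), and genes shared by 2 tissues came to 1279 (coleoptilar node and immature ear), 438 (coleoptilar node and endosperm), 430 (coleoptilar node and pollen), 1780 (coleoptilar node and root tip), 775 (immature ear and endosperm), 639 (immature ear and pollen), 169 (immature ear and root tip), 1680 (endosperm and pollen), 635 (endosperm and root tip), 918 (pollen and root tip). With totals that leave out the 100 most abundant genes, chosen after the data were seen, genes set apart came to 479 (immature ear higher), 92 (immature ear lower), 459 (endosperm lower), 2075 (pollen higher), 10962 (pollen lower), 181 (root tip lower), and genes shared by 2 tissues came to 775 (coleoptilar node and immature ear), 86 (coleoptilar node and pollen), 116 (immature ear and endosperm), 41 (immature ear and root tip), 255 (endosperm and pollen), 112 (endosperm and root tip), 128 (pollen and root tip). With the same number of peaks from every library, start-site regions came to 926 (coleoptilar node alone), 1076 (immature ear alone), 1935 (endosperm alone), 1091 (root tip alone), and the ratio for 24 nt loci near start sites came to 4.15 (immature ear), 2.46 (pollen), 4.72 (root tip), and the ratio for 21 or 22 nt loci near start sites came to 1.25 (immature ear), 1.92 (root tip), and a RAMPAGE value that turned to the other side of the other tissues came to 310 (median width bp, endosperm). With an overlap of at least 50% of both, start-site regions came to 2964 (all 5 tissues), 2820 (coleoptilar node alone), 4736 (immature ear alone), 3756 (root tip alone), and small RNA regions came to 390 (all 5 tissues), 18853 (coleoptilar node alone), 48710 (immature ear alone), 4976 (endosperm alone), 15348 (root tip alone). With presence in either replicate, start-site regions came to 11046 (all 5 tissues), 9556 (coleoptilar node alone), 11950 (immature ear alone), 19935 (endosperm alone), 7950 (pollen alone), 8827 (root tip alone), and small RNA regions came to 11114 (all 5 tissues), 19657 (coleoptilar node alone), 59067 (immature ear alone), 11742 (endosperm alone), 22586 (pollen alone), 13593 (root tip alone). With loci of at least 2 RPM, small RNA regions came to 1230 (all 5 tissues), 1753 (coleoptilar node alone), 552 (endosperm alone), 1750 (pollen alone), 2737 (root tip alone), and the ratio for 24 nt loci near start sites came to 3.98 (immature ear), 6.98 (endosperm), 1.25 (pollen), 4.90 (root tip), and the ratio for 21 or 22 nt loci near start sites came to 2.28 (coleoptilar node), 1.57 (immature ear), and small RNA values that turned to the other side of the other tissues came to 32786 (loci, root tip), 12.8 (percent 22 nt, endosperm), 52.2 (percent of loci in class 24, endosperm). With the same number of loci from every library, small RNA regions came to 1156 (all 5 tissues), 1550 (coleoptilar node alone), 4608 (immature ear alone), 6047 (pollen alone), 3088 (root tip alone), and the ratio for 24 nt loci near start sites came to 4.19 (immature ear), 2.17 (pollen), 4.86 (root tip), and the ratio for 21 or 22 nt loci near start sites came to 2.33 (coleoptilar node), 1.96 (immature ear), 2.64 (root tip), and small RNA values that turned to the other side of the other tissues came to 14.8 (covered Mb, root tip), 21.7 (percent 21 nt, coleoptilar node), 18.995 (percent 21 nt, endosperm), 18.9 (percent 21 nt, pollen), 1.69 (ratio 24 to 21 plus 22 nt, coleoptilar node), 58.4 (percent of loci in class 24, endosperm). Without loci of miRNA families, small RNA values that turned to the other side of the other tissues came to 8.34 (percent 21 nt, root tip), 64.3 (percent 24 nt, root tip), 3.77 (ratio 24 to 21 plus 22 nt, root tip). Without the 10 most abundant loci, small RNA values that turned to the other side of the other tissues came to 61.9 (percent 24 nt, root tip). At 80% on 1 strand, strand-biased 22 nt loci came to 45 (coleoptilar node), 60 (immature ear), 12 (endosperm), 71 (pollen), 44 (root tip). At 95% on 1 strand, strand-biased 22 nt loci came to 8 (coleoptilar node), 13 (immature ear), 1 (endosperm), 18 (pollen), 6 (root tip). At 2000 bp or more, strand-biased 22 nt loci came to 13 (coleoptilar node), 11 (immature ear), 1 (endosperm), 18 (pollen), 11 (root tip). Within 250 bp, the ratio for 24 nt loci near start sites came to 3.35 (coleoptilar node), 2.96 (immature ear), 4.25 (pollen), 3.26 (root tip), and the ratio for 21 or 22 nt loci near start sites came to 1.19 (immature ear), 3.07 (pollen), 2.80 (root tip). Within 2 kb, the ratio for 24 nt loci near start sites came to 3.37 (immature ear), 2.03 (pollen), 3.82 (root tip), and the ratio for 21 or 22 nt loci near start sites came to 1.29 (immature ear). With a -log10 q of at least 5, the ratio for 24 nt loci near start sites came to 2.33 (pollen), and the ratio for 21 or 22 nt loci near start sites came to 2.59 (root tip). With a pseudocount of 10, miRNA families called came to 6 (root tip). With edgeR's quasi-likelihood test on reads, miRNA families called came to 9 (endosperm), 3 (pollen), and log2 values of miRNA families that turned to the other side of the other tissues came to 0.65 (miR528, endosperm), 0.76 (miR529, root tip), 0.35 (miR827, root tip). With families detected in all 10 libraries, miRNA families called came to 1 (coleoptilar node), 1 (immature ear), 2 (endosperm), 0 (pollen), 0 (root tip), 7 (miRNA family calls over 10 pairs). With reads summed by coordinates, chosen after the data were seen, log2 values of miRNA families that turned to the other side of the other tissues came to -0.41 (miR168, immature ear), 0.84 (miR396, pollen), 1.28 (miR168, root tip).

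Leaving out 1 library gave 24 to 44 (immature ear and endosperm), 11 to 27 (immature ear and root tip), 53 to 101 (endosperm and root tip) shared genes, with the first 2 lowest without pollen replicate 2 and the last highest without root tip replicate 2. With a single replicate of each tissue, start-site regions ranged over 2674 to 10235 (coleoptilar node alone), 7515 to 9423 (immature ear alone), 10875 to 15220 (endosperm alone), 5568 to 6651 (pollen alone), 6428 to 6625 (root tip alone), and small RNA regions, endosperm replicate 2 left out included, over 4742 to 6473 (all 5 tissues), 4799 to 16435 (coleoptilar node alone), 27770 to 55584 (immature ear alone), 2497 to 17449 (endosperm alone), 3665 to 20098 (pollen alone), 6390 to 14334 (root tip alone). Calls of miRNA families lost with the direction kept numbered 24 with edgeR's quasi-likelihood test on reads, 12 with reads summed by coordinates, 10 with a pseudocount of 10, 3 with a pseudocount of 0.1 and 1 per 1 M reads in loci, and 3 to 7 in each fit that left out 1 library. Over these 10 fits the log2 value ranged from 0.67 to 3.05 for miR160 in immature ear, whose call was lost in 4, from -12.86 to -1.87 for miR166 in endosperm and from 3.15 to 4.55 for miR408 in endosperm, each lost in 8, and from -4.12 to -1.41 for miR156 in endosperm, lost in 1. The settings that ask for 1 replicate, more overlap, more strand bias or fewer features change these counts by their construction. For the other results that moved or turned, the cause was not tested.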

Other observations

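Small RNA regions shared by 2 tissues alone were most numerous for coleoptilar node and immature ear, 22734, followed by coleoptilar node and root tip with 3602 and immature ear and root tip with 2444. Pollen shared 547 regions with root tip alone, 468 with immature ear, 221 with endosperm and 154 with coleoptilar node. RAMPAGE regions shared by 2 tissues alone were also most numerous for coleoptilar node and immature ear, 1395, and pollen shared 225 with endosperm alone. The 47 regions phased in both immature ear libraries gave 3527 ± 385 RPM (SD, n = 2) in immature ear, 1241 ± 92.7 in coleoptilar node, 865 ± 88.3 in root tip, 358 ± 192 in endosperm and 11.8 ± 2.74 in pollen. At a phase score of at least 50, pollen had 60 and 75 loci and immature ear 17 and 31, thresholds chosen after the data were seen.

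Over all ways to pair the 10 libraries, a test added after the data were seen, replicates were closer than under all but a few pairings for the 24 nt share (exact permutation test, p = 0.00317) and for the number of small RNA loci (p = 0.00106), but not for the number of RAMPAGE peaks (p = 0.117). miR2275 and miR2118, which trigger phased siRNAs in anthers, led no locus in any library.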
